# Sperm membrane proteins DCST1 and DCST2 are required for sperm-egg interaction in mice and fish

**DOI:** 10.1038/s42003-022-03289-w

**Published:** 2022-04-07

**Authors:** Taichi Noda, Andreas Blaha, Yoshitaka Fujihara, Krista R. Gert, Chihiro Emori, Victoria E. Deneke, Seiya Oura, Karin Panser, Yonggang Lu, Sara Berent, Mayo Kodani, Luis Enrique Cabrera-Quio, Andrea Pauli, Masahito Ikawa

**Keywords:** Cell adhesion, Reproductive biology, Developmental biology

## Abstract

The process of sperm-egg fusion is critical for successful fertilization, yet the underlying mechanisms that regulate these steps have remained unclear in vertebrates. Here, we show that both mouse and zebrafish DCST1 and DCST2 are necessary in sperm to fertilize the egg, similar to their orthologs SPE-42 and SPE-49 in *C. elegans* and Sneaky in *D. melanogaster*. Mouse *Dcst1* and *Dcst2* single knockout (KO) sperm are able to undergo the acrosome reaction and show normal relocalization of IZUMO1, an essential factor for sperm-egg fusion, to the equatorial segment. While both single KO sperm can bind to the oolemma, they show the fusion defect, resulting that *Dcst1* KO males become almost sterile and *Dcst2* KO males become sterile. Similar to mice, zebrafish *dcst1* KO males are subfertile and *dcst2* and *dcst1/2* double KO males are sterile. Zebrafish *dcst1/2* KO sperm are motile and can approach the egg, but are defective in binding to the oolemma. Furthermore, we find that DCST1 and DCST2 interact with each other and are interdependent. These data demonstrate that DCST1/2 are essential for male fertility in two vertebrate species, highlighting their crucial role as conserved factors in fertilization.

## Abstract (web summary)

The role of sperm membrane proteins DCST1 and DCST2 in gamete fusion is extended to zebrafish in showing that these interdependent proteins are required for sperm-egg binding.

## Introduction

Until recently, only a few factors had been shown to be essential for the sperm-egg fusion process: IZUMO1 on the sperm membrane and its receptor (IZUMO1R, also known as JUNO and FOLR4) on the egg membrane (oolemma)^1,2^. Mammalian IZUMO1 and JUNO form a 1:1 complex which is necessary for sperm-egg adhesion prior to fusion^1,3,4^. Furthermore, egg-expressed CD9 is also required for sperm-egg fusion, yet its role appears to be indirect by regulating microvilli formation on the oolemma rather than fusion^5–8^. Recently, we and other research groups have found that four additional sperm factors [fertilization influencing membrane protein (FIMP), sperm-oocyte fusion required 1 (SOF1), transmembrane protein 95 (TMEM95), and sperm acrosome associated 6 (SPACA6)] are also essential for the sperm-egg fusion process and male fertility in mice^9–12^. However, HEK293 cells expressing all of these sperm-expressed, fusion-related factors in addition to IZUMO1 were able to bind but not fuse with zona pellucida (ZP)-free eggs, suggesting that additional fusion-related factors are necessary for the completion of sperm-egg fusion^9^.

Dendrocyte expressed seven transmembrane protein (DCSTAMP) and osteoclast stimulatory transmembrane protein (OCSTAMP) represent an interesting group of proteins to study in the context of cell-cell fusion, since they have been shown to play a role in osteoclast and foreign body giant cell (FBGC) fusion^13–15^. They belong to the class of DC-STAMP-like domain-containing proteins and are multi-pass transmembrane proteins with an intracellular C-terminus containing a non-canonical RING finger domain^13,16,17^. DCSTAMP was shown to localize to the plasma membrane and endoplasmic reticulum (ER) membrane in dendritic cells and osteoclasts^16–19^. These cell types in *Dcstamp* KO mice show no apparent defect in differentiation into the osteoclast lineage and cytoskeletal structure, yet osteoclasts and FBGCs are unable to fuse to form terminally differentiated multinucleated cells^14^. Even though OCSTAMP is widely expressed in mouse tissues^20^, the only reported defect in *Ocstamp* KO mice is the inability to form multinucleated osteoclasts and FBGCs^13,15^. The fusion defect is not due to a change in the expression levels of osteoclast markers, including *Dcstamp*^13,15^. These results established an essential role for DC-STAMP-like domain-containing proteins in cell–cell fusion.

DC-STAMP-like domain-containing proteins, namely testis-enriched Sneaky, SPE-42, and SPE-49, are necessary for male fertility in *Drosophila*^21,22^ and *C. elegans*^23–25^, respectively. Specifically, *sneaky*-disrupted fly sperm can enter the egg, but fail to break down the sperm plasma membrane; the male pronucleus thus does not form and embryonic mitotic divisions do not occur^22^. *Spe-42* and *spe-49* mutant *C. elegans* sperm can migrate into the spermatheca, the site of fertilization in worms, but these mutants are nearly or completely sterile, respectively, suggesting that SPE-42 and SPE-49 are involved in the ability of sperm to fertilize eggs^23–25^. Sneaky, SPE-42 and SPE-49 have homologs in vertebrates called DC-STAMP domain containing 1 (DCST1) and DCST2, but the roles of these proteins have remained undetermined. Here, we analyzed the physiological function of *Dcst1* and *Dcst2* and their effect on sperm fertility using genetically modified mice and zebrafish.

## Results

### DCST1 and DCST2 belong to a conserved group of DC-STAMP-like domain-containing proteins

DC-STAMP-like domain-containing proteins are conserved in metazoa. Phylogenetic analysis revealed a split between the orthologous groups of DCSTAMP and OCSTAMP and of DCST1 and DCST2 (Fig. S1A). Furthermore, DCSTAMP and OCSTAMP as well as DCST1 and DCST2 orthologs form distinct clades, suggesting two gene duplication events at their origin.

Consistent with this, protein sequence identity between the mouse and zebrafish orthologs of DCST1 (39.6% identity) and DCST2 (38.3% identity) is higher than the sequence identity between paralogs (mouse DCST1 and mouse DCST2: 22.5%; zebrafish Dcst1 and zebrafish Dcst2: 21.3%) (Fig. S1B). Based on transmembrane predictions using TMHMM and Phobius^26,27^, mouse and zebrafish DCST1 and DCST2 (DCST1/2) have five or six transmembrane helices (Fig. S1C). Their intracellular C-termini contain six invariant cysteines that are thought to form a non-canonical RING finger domain and are required for SPE-42 function in *C. elegans*^25^. However, the physiological requirements of DCST1/2 in vertebrates have remained unclear.

### DCST1 and DCST2 are required for male fertility in mice

RT-PCR analysis with multiple mouse tissues showed that *Dcst1* and *Dcst2* mRNAs are abundantly expressed in mouse testis (Figs. 1A and S2). Using published single-cell RNA-sequencing data^28^, we found that *Dcst1* and *Dcst2* mRNAs peak in mid-round spermatids, indicating that the expression patterns of *Dcst1* and *Dcst2* are similar to that of other sperm-egg fusion-related genes *Izumo1*, *Fimp*, *Sof1*, and *Spaca6* (Fig. 1B).

**Fig. 1:**
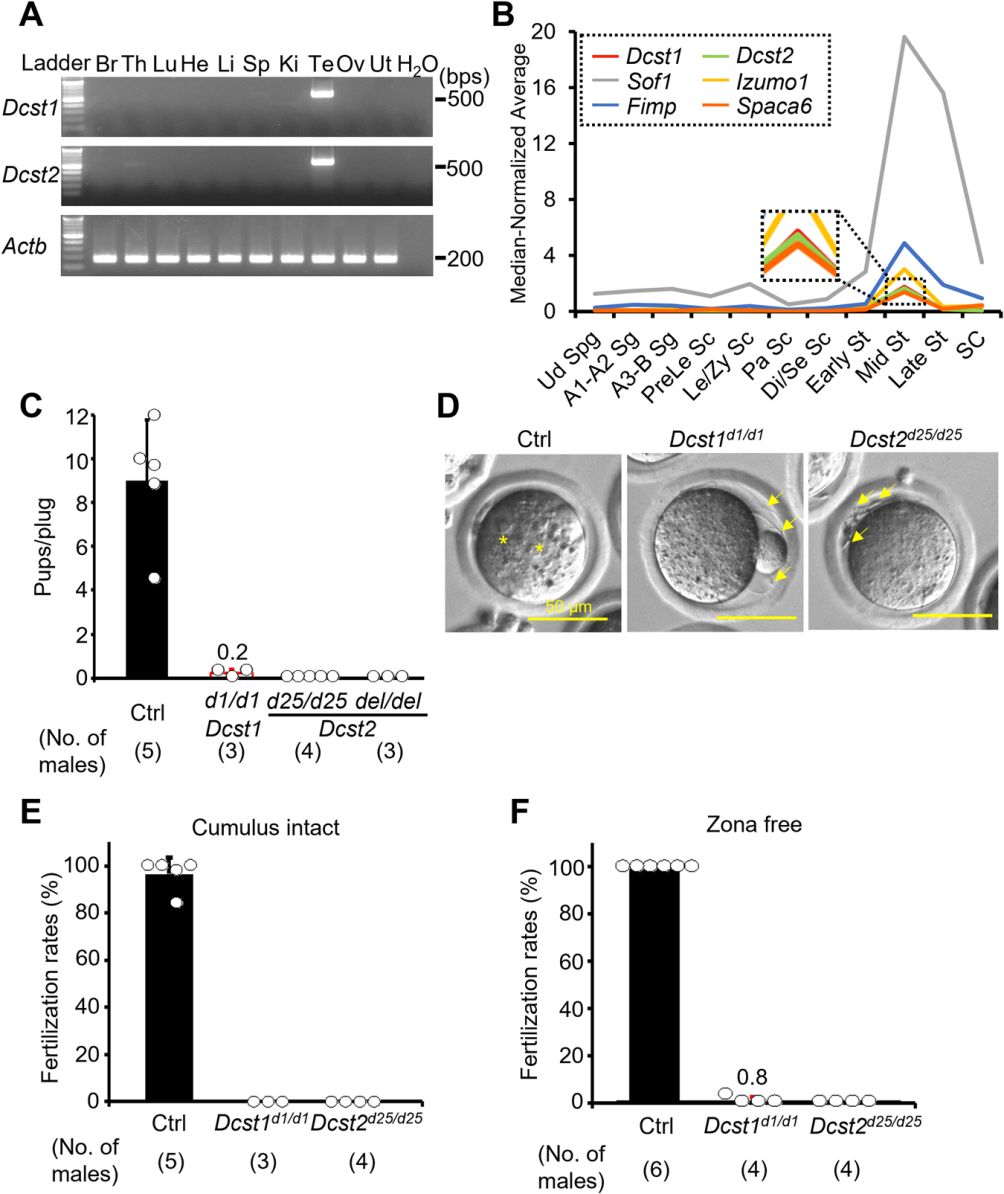
Male fertility of *Dcst1* and *Dcst2* mutant mice. **A** Multi-tissue gene expression analysis. *Dcst1* and *Dcst2* are abundantly expressed in the mouse testis. Beta actin (*Actb*) was used as the loading control. Br, brain; Th, thymus; Lu, lung; He, heart; Li, liver; Sp, spleen; Ki, kidney; Te, testis; Ov, ovary; Ut, uterus. **B** Median-normalized level of *Dcst1* and *Dcst2* mRNA expression during mouse spermatogenesis. *Dcst1* and *Dcst2* are strongly expressed in mid-round spermatids, corresponding to other fusion-related factors. Ud Sg, undifferentiated spermatogonia; A1-A2 Sg, A1-A2 differentiating spermatogonia; A3-B Sg, A3-A4-In-B differentiating spermatogonia; Prele Sc, preleptotene spermatocytes; Le/Zy Sc, leptotene/zygotene spermatocytes; Pa Sc, pachytene spermatocytes; Di/Se Sc, diplotene/secondary spermatocytes; Early St, early round spermatids; Mid St, mid round spermatids; Late St, late round spermatids; SC, Sertoli cells. **C** Male fecundity. Each male was caged with 2 wild-type females for >1 month. *Dcst2*^*d25/wt* and *del*/*wt*^ males were used as the control (Ctrl). *Dcst1*^*d1/d1*^, *Dcst2*^*d25/d25*^, and *Dcst2*^*del/del*^ males succeeded in mating [number of plugs: 19 (Ctrl), 17 (*Dcst1*^*d1/d1*^), 42 (*Dcst2*^*d25/d25*^), 24 (*Dcst2*^*del/del*^)], but the females very rarely delivered pups [pups/plug: 9.0 ± 2.8 (Ctrl), 0.2 ± 0.2 (*Dcst1*^*d1/d1*^), 0 (*Dcst2*^*d25/d25*^), 0 (*Dcst2*^*del/del*^)]. **D** Egg observation after IVF*.* After 8 h of incubation, pronuclei were observed in the control heterozygous sperm (asterisks). However, *Dcst1* KO and *Dcst2* KO sperm accumulated in the perivitelline space (arrows). The scale bars are 50 μm. **E** Sperm fertilizing ability using cumulus-intact eggs in vitro. *Dcst1* KO and *Dcst2* KO sperm could not fertilize eggs [fertilization rates: 96.5 ± 7.1% (Ctrl, 231 eggs), 0% (*Dcst1*^*d1/d1*^, 97 eggs), 0% (*Dcst2*^*d25/d25*^, 197 eggs)]. **F** Sperm fertilizing ability using ZP-free eggs in vitro. *Dcst1* KO and *Dcst2* KO sperm rarely fertilized eggs [fertilization rates: 100% (Ctrl, 142 eggs), 0.8 ± 1.6% (*Dcst1*^*d1/d1*^, 94 eggs), 0% (*Dcst2*^*d25/d25*^, 88 eggs)]. All values in this figure are shown as the mean ± SD.

Using CRISPR/Cas9-mediated mutagenesis, we generated *Dcst2* mutant mice lacking 7223 bp (*Dcst2*^*del/del*^), which deleted most of the *Dcst2* open reading frame (ORF) (Fig. S3A–D). As shown in Fig. S3A, *Dcst1* and *Dcst2* are adjacent genes in a head-to-head arrangement such that parts of their 5' genomic regions overlap. Because deletion of *Dcst2* could in principle affect *Dcst1* transcription, we also generated indel mice, *Dcst1*^*d1/d1*^ and *Dcst2*^*d25/d25*^ (Fig. S4A, B). RNA isolation from mutant testes followed by cDNA sequencing revealed that *Dcst1*^*d1/d1*^ has a 1-bp deletion in exon 1, and *Dcst2*^*d25/d25*^ has a 25-bp deletion in exon 4 (Figs. S4C, D and S5). Both deletions result in frameshift mutations leading to premature stop codons (Fig. S4E).

*Dcst1*^*d1/d1*^, *Dcst2*^*d25/d25*^, and *Dcst2*^*del/del*^ male mice successfully mated with female mice. However, crosses between *Dcst2*^*d25/d25*^ and *Dcst2*^*del/del*^ males and wild-type females did not result in any offspring, and crosses with *Dcst1*^*d1/d1*^ males were only rarely giving rise to pups {pups/plug: 9.01 ± 2.77 [control (Ctrl), 19 plugs], 0.22 ± 0.19 [*Dcst1*^*d1/d1*^, 17 plugs], 0 [*Dcst2*^*d25/d25*^, 42 plugs], 0 [*Dcst2*^*del/del*^, 24 plugs]}, indicating that *Dcst1* mutant males are almost and *Dcst2* males are completely sterile (Fig. 1C). Together with our finding that the levels of *Dcst1* mRNA were similar between wild-type and the two different *Dcst2* mutant testes (Figs. S3D, S4C, and S6), this suggests that (1) the sterility of *Dcst2* mutants was caused by the loss of *Dcst2* expression and not by a concomitant decrease in *Dcst1* expression; and (2) both DCST1 and DCST2 are required for fertilization. Hereafter, we used *Dcst1*^*d1/d1*^ and *Dcst2*^*d25/d25*^ male mice for all experiments unless otherwise specified.

### Loss of DCST1/2 causes a sperm-egg fusion defect in mice

The gross morphology of *Dcst1*^*d1/d1*^ and *Dcst2*^*d25/d25*^ testes was comparable to control heterozygous testes (Fig. S7A). Although the testis weight of *Dcst1*^*d1/d1*^ was slightly reduced [testis weight (mg)/body weight (g): 3.13 ± 0.19 *(Dcst1*^*d1/wt*^), 2.56 ± 0.27 (*Dcst1*^*d1/d1*^), 3.88 ± 0.34 (*Dcst2*^*d25/wt*^), 3.60 ± 0.28 (*Dcst2*^*d25/d25*^)] (Fig. S7B), PAS-hematoxylin staining revealed no overt defects in spermatogenesis of *Dcst1*^*d1/d1*^ and *Dcst2*^*d25/d25*^ males (Fig. S7C). The sperm morphology and motility parameters of *Dcst1*^*d1/d1*^ and *Dcst2*^*d25/d25*^ mice were normal (Fig. S8). However, when mutant sperm were incubated with cumulus-intact wild-type eggs in vitro, they accumulated in the perivitelline space and could not fertilize eggs [96.5 ± 7.1% (Ctrl, 231 eggs), 0% (*Dcst1*^*d1/d1*^, 97 eggs), and 0% (*Dcst2*^*d25/d25*^, 197 eggs)] (Fig. 1D, E and Movies S1–2). Furthermore, even when these KO sperm were incubated with ZP-free eggs, only one egg and no eggs were fertilized by *Dcst1* KO sperm and *Dcst2* KO sperm, respectively [100% (Ctrl, 142 eggs), 0.8 ± 1.6% (*Dcst1*^*d1/d1*^, 94 eggs), 0% (*Dcst2*^*d25/d25*^, 88 eggs)] (Fig. 1F).

To examine the binding and fusion ability of *Dcst1*^*d1/d1*^ and *Dcst2*^*d25/d25*^ mutant sperm, we incubated mutant sperm with ZP-free eggs. Both types of mutant sperm could bind to the oolemma [5.72 ± 1.97 (Ctrl, 113 eggs), 7.64 ± 4.68 (*Dcst1*^*d1/d1*^, 89 eggs), 7.63 ± 3.45 (*Dcst2*^*d25/d25*^, 89 eggs)] (Fig. 2A). Because binding is not defective in mutant sperm, we confirmed that IZUMO1, a key factor in this process, was expressed normally in testicular germ cells (TGCs) and sperm of *Dcst1*^*d1/d1*^ and *Dcst2*^*d25/d25*^ males (Fig. 2B). Indeed, we found that the level of IZUMO1 in mutant sperm was comparable to the control (Figs. 2B and S9). Moreover, the oolemma-bound sperm of *Dcst1*^*d1/d1*^ and *Dcst2*^*d25/d25*^ males underwent the acrosome reaction (AR) normally as determined by live-cell staining with IZUMO1 antibody (Fig. 2C). The number of acrosome-reacted mutant sperm bound to the oolemma was significantly higher than the number of control sperm [3.27 ± 2.31 (Ctrl), 7.34 ± 5.09 (*Dcst1*^*d1/d1*^), 4.74 ± 2.93 (*Dcst2*^*d25/d25*^)] (Fig. 2D).

**Fig. 2:**
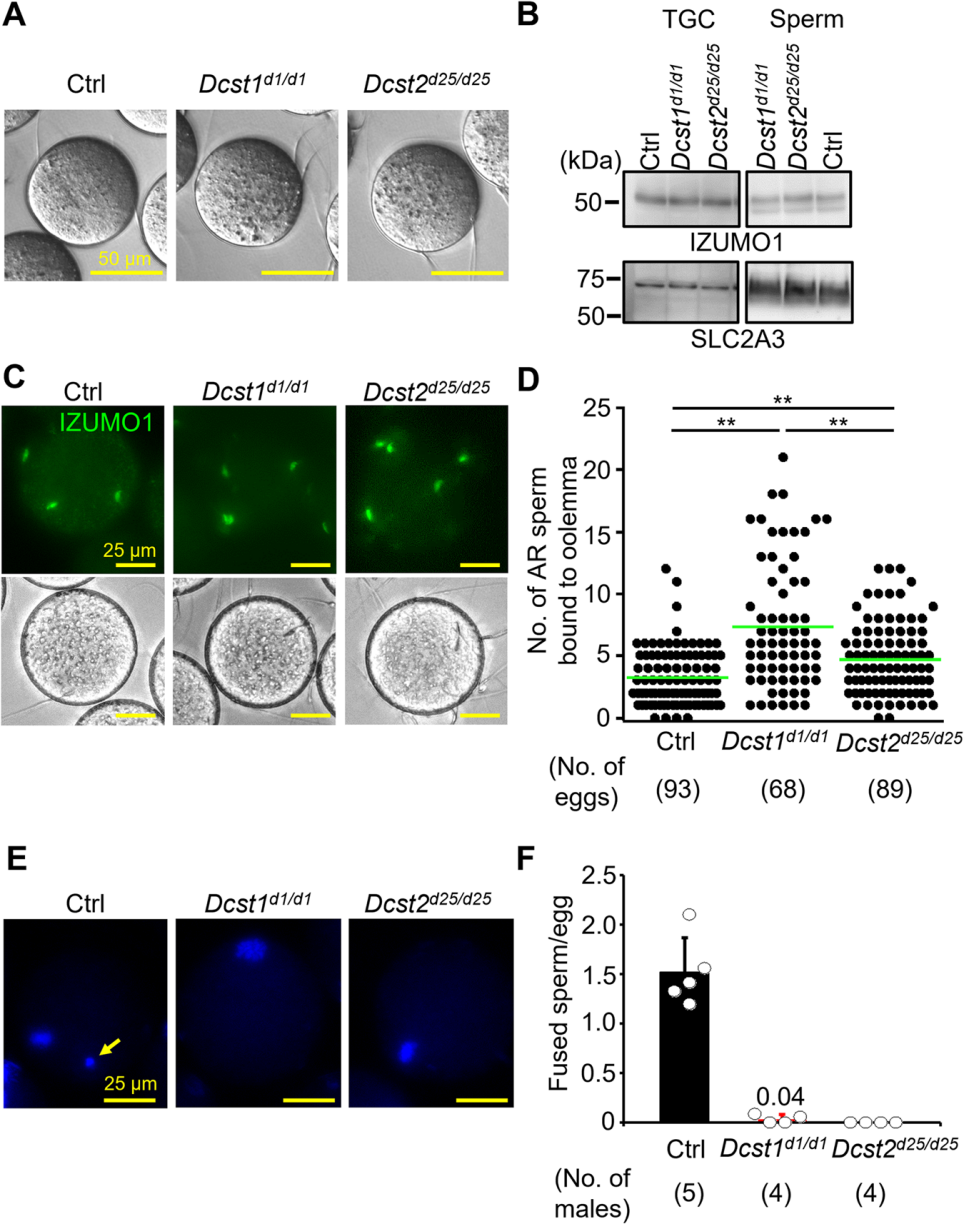
Adhesion and fusion ability of *Dcst1* and *Dcst2* mutant sperm to oocyte plasma membrane. **A** Binding ability. *Dcst1* KO and *Dcst2* KO sperm could bind to the oolemma after 30 min of incubation. The scale bars are 50 μm. **B** Detection of IZUMO1. The band signals of IZUMO1 in TGC and sperm of *Dcst1*^*d1/d1*^ and *Dcst2*^*d25/d25*^ male mice were comparable to the control wild-type sperm. SLC2A3, one of proteins in sperm tail, was used as the loading control. **C**, **D** Acrosome status of binding sperm. Live sperm bound to the oolemma were stained with the IZUMO1 antibody, and IZUMO1 only in the acrosome reacted (AR) sperm was detected. The AR-sperm of both *Dcst* mutants could bind to the oolemma, and their numbers were higher than the control heterozygous sperm [3.27 ± 2.31 (Ctrl, 93 eggs), 7.34 ± 5.09 (*Dcst1*^*d1/d1*^, 68 eggs), 4.74 ± 2.93 (*Dcst2*^*d25/d25*^, 89 eggs)]. **p < 0.01. The scale bars are 25 μm. **E**, **F** Fusion ability. The ZP-free eggs pre-stained Hoechst 33342 were used for sperm-egg fusion assay. Hoechst 33342 signal transferred to control sperm heads, indicating that sperm fused with eggs (panel **E**, arrow). However, *Dcst1* KO and *Dcst2* KO sperm rarely fused with eggs [fused sperm/egg: 1.52 ± 0.35 (Ctrl, 113 eggs), 0.04 ± 0.05 (*Dcst1*^*d1/d1*^, 73 eggs), 0 (*Dcst2*^*d25/d25*^, 73 eggs)]. The scale bars are 25 μm. All values are shown as the mean ± SD.

To assess the ability of mutant sperm to fuse with the oolemma, sperm were incubated with Hoechst 33342-preloaded ZP-free eggs. In experiments with control heterozygous sperm, Hoechst 33342 fluorescence signal was translocated into sperm heads (Fig. 2E, arrow), indicating that these sperm fused with the egg membrane. However, Hoechst 33342 signal was rarely detected in *Dcst1* KO and not detected in *Dcst2* KO sperm bound to the oolemma [fused sperm/egg: 1.52 ± 0.35 (Ctrl, 113 eggs), 0.04 ± 0.05 (*Dcst1*^*d1/d1*^, 73 eggs), 0 (*Dcst2*^*d25/d25*^, 73 eggs)] (Fig. 2E, F). These results indicate that control heterozygous sperm can fuse with eggs but *Dcst2* KO and *Dcst1* KO sperm are impaired at the step of fusion (Fig. 2E). The fusion defect is in agreement with the increased number of sperm bound to the oolemma due to the absence of the membrane block of polyspermy that is normally triggered by fertilization^1^. Thus, while acrosome-reacted sperm of *Dcst1* and *Dcst2* KO mice can bind to eggs, they are defective at fusing with the oolemma: KO males of *Dcst1* or *Dcst2* causes a strong impairment or complete loss of sperm-egg fusion, respectively.

### Fecundity of *Dcst1*^*d1/d1*^ and *Dcst2*^*d25/d25*^ males is rescued by *Dcst1*-3xHA and *Dcst2*-3xHA transgenes

To confirm that the *Dcst1* and *Dcst2* disruptions are responsible for male sterility, we generated transgenic mice in which a testis-specific Calmegin (*Clgn*) promoter expresses mouse DCST1 and DCST2 with an HA tag at the C-terminus (Fig. S10A, B). When *Dcst1*^*d1/d1*^ males with the *Dcst1*-3xHA transgene and *Dcst2*^*d25/d25*^ males with the *Dcst2*-3xHA transgene were mated with wild-type females, the females delivered normal numbers of offspring [pups/plug: 5.7 ± 0.5 (*Dcst1*^*d1/d1*^; Tg, 25 plugs), 7.6 ± 2.7 (*Dcst2*^*d25/d25*^; Tg, 15 plugs)] (Fig. 3A). Although both transgenes code for a C-terminal HA-tag and could rescue *Dcst1/2* KO, only very low levels of HA-tagged DCST1 could be detected in sperm samples (Fig. S10C), suggesting that only low levels of DCST1 are required for fertilization. HA-tagged DCST2 was detected in TGCs and sperm at the expected size for the full-length protein (Figs. 3B and S10C, arrowheads), though both DCST1 and DCST2 proteins appear to be subject to post-translational processing or protein degradation.

**Fig. 3:**
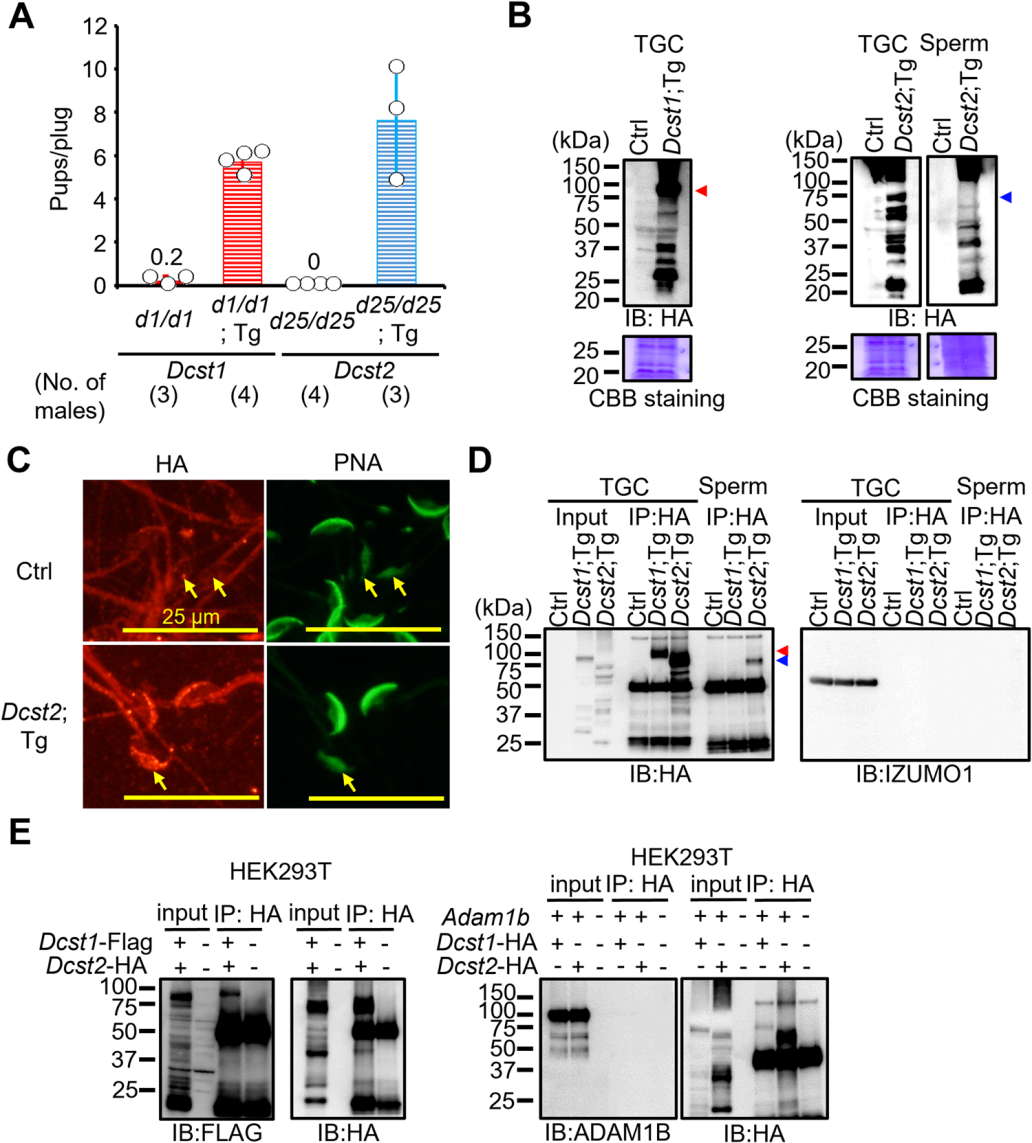
Detection of DCST1/2 in TGC and sperm and interaction of DCST1/2. **A** Rescue of male fertility. *Dcst1*^*d1/d1*^ males with *Dcst1*-3xHA Tg insertion and *Dcst2*^*d25/d25*^ males with *Dcst2*-3xHA Tg insertion were generated (Fig. S10), and their fertility was rescued [number of plugs: 17 (*Dcst1*^*d1/d1*^), 25 (*Dcst1*^*d1/d1*^;Tg), 42 (*Dcst2*^*d25/d25*^), 15 (*Dcst2*^*d25/d25*^;Tg)]. The fecundity data in *Dcst1*^*d1/d1*^ and *Dcst2*^*d25/d25*^ males is replicated from Fig. 1C. All values are shown as the mean ± SD. **B** Detection of DCST1 and DCST2 in TGC and sperm. The protein extract of TGC (100 μg) and sperm (6.6 × 10^6 sperm) was used for SDS-PAGE. The HA-tagged DCST1 and HA-tagged DCST2 were detected in TGC and sperm. Total proteins in the membrane were visualized by CBB staining. Triangle marks show the expected molecular size of DCST1 (about 80 kDa) and DCST2 (about 77 kDa). **C** Localization of DCST2 in sperm. The HA-tagged DCST2 was localized in the anterior acrosome before the acrosome reaction, and then translocated to the equatorial segment in acrosome-reacted sperm (arrows). Wild-type sperm were used as the negative control. PNA was used as a marker for the acrosome reaction. The fluorescence in the sperm tail was non-specific. The scale bars are 25 μm. **D** Co-IP and western blotting of the interaction between IZUMO1 and DCST1/2. The TGC and sperm lysates from Ctrl (*Dcst2*^*wt/wt* and *d25/wt*^ mice), *Dcst1*;Tg, and *Dcst2*;Tg males were incubated with anti-HA tag antibody-conjugated magnetic beads, and then the eluted protein complex was subjected to western blotting. The HA-tagged DCST1 was detected only in the IP product from TGC, and the HA-tagged DCST2 was detected in the IP-product from TGC and sperm. IZUMO1 was not detected in the co-IP products. Red and blue triangle marks show the expected molecular size of DCST1 (about 80 kDa) and DCST2 (about 77 kDa), respectively. **E** Interaction between DCST1 and DCST2 in HEK293T cells. The protein lysate collected from HEK cells overexpressing *Dcst1*-3xFLAG and *Dcst2*-3xHA was incubated with anti-HA tag antibody-conjugated magnetic beads. The FLAG-tagged DCST1 was detected in the eluted protein complex. ADAM1B, a sperm protein that localizes to the sperm surface and is not involved in sperm-egg fusion, was used for negative control.

To reveal the localization of DCST2 in sperm, we performed immunocytochemistry with an antibody detecting the HA epitope and peanut agglutinin (PNA) as a marker for the sperm acrosome reaction. As shown in Fig. 3C, PNA in the anterior acrosome was translocated to the equatorial segment after the acrosome reaction as shown previously^29^. HA-tagged DCST2 was detected within the anterior acrosome of acrosome-intact sperm, and then translocated to the equatorial segment after the acrosome reaction (Fig. 3C), mirroring the relocalization of IZUMO1 upon the acrosome reaction^30^. Fluorescence in the sperm tail was observed in both control wild-type and *Dcst2-HA* Tg sperm, indicating that this signal in the tail was non-specific.

Taking advantage of the HA tag, we performed co-immunoprecipitation (co-IP). While HA-tagged DCST1 was detected only in TGCs, HA-tagged DCST2 was detected in both TGCs and sperm (Fig. 3D). We could not detect IZUMO1 in these IP samples (Fig. 3D), suggesting that DCST1 and DCST2 do not form a complex with IZUMO1. However, co-expression of *Dcst1*-3xFLAG and *Dcst2*-3xHA in HEK293T cells revealed the presence of a DCST1/DCST2 complexes (Fig. 3E), which is in line with proposed complex formation between OCSTAMP and DCSTAMP during osteoclast fusion^31^.

### HEK293T cells expressing DCST1/2 and IZUMO1 bind to, but do not fuse with, ZP-free eggs

To assess whether DCST1 and DCST2 are sufficient for inducing sperm-egg fusion, we overexpressed *Dcst1*-3xFLAG, *Dcst2*-3xHA, and *Izumo1*-1D4 in HEK293T cells (Figs. 4A and S11). HEK293T cells overexpressing IZUMO1 could bind to, but not fuse with, ZP-free eggs (Fig. 4B), which was consistent with previous reports^4,9^. In contrast, HEK293T cells overexpressing only DCST1 and DCST2 failed to bind to ZP-free eggs (Fig. 4B, C). Co-expression of IZUMO1 and DCST1/2 allowed the cells to bind to ZP-free eggs [4.24 ± 2.41 cells/eggs (IZUMO1), 2.01 ± 1.93 cells/eggs (DCST1/2 and IZUMO1)], but did not facilitate fusion with the oolemma (Fig. 4B, C). Thus, though DCST1 and DCST2 appear to have a role in the sperm-egg fusion process, they are not sufficient to induce fusion, even in conjunction with IZUMO1.

**Fig. 4:**
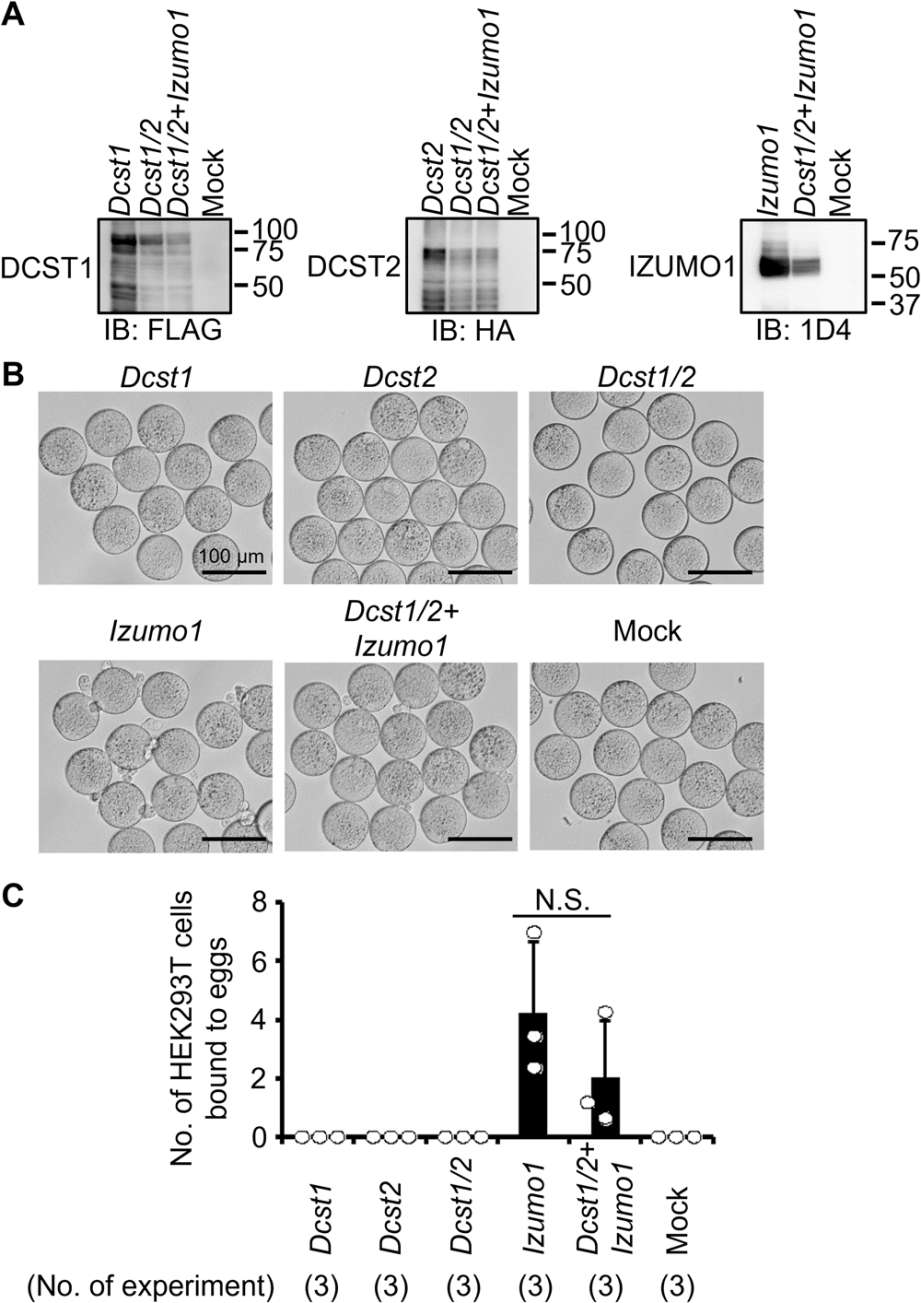
Binding assay between ZP-free eggs and HEK293T cells overexpressing *Dcst1/2*. **A** Detection of DCST1/2 and IZUMO1. FLAG-tagged DCST1, HA-tagged DCST2, and 1D4-tagged IZUMO1 were detected in HEK293T cells overexpressing *Dcst1*-3xFLAG, *Dcst2*-3xHA, and *Izumo1*-1D4. **B**, **C** Observation of ZP-free eggs incubated with HEK293T cells overexpressing *Dcst1/2* and *Izumo1*. The HEK293T cells overexpressing *Dcst1* or *Dcst2* did not attach to the oocyte membrane. Even when the HEK cells overexpressing *Dcst1/2* were used for the assay, these cells failed to bind to ZP-free eggs. The HEK293T cells overexpressing *Dcst1/2* and *Izumo1* could bind to the oocyte membrane but could not fuse with an egg. n.s.: not significant (*p* = 0.28). The scale bars are 100 μm. All values are shown as the mean ± SD.

### Sperm-expressed Dcst1/2 are also required for fertilization in zebrafish

To assess to what extent our findings in mice could be expanded among vertebrate species, we asked what the roles of DCST1/2 are in an evolutionarily distant vertebrate species, the zebrafish. 

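Poly(A) RNA from 9 adult tissues of wild-type TLAB zebrafish was sequenced in strand-specific libraries. Brain, heart, intestine, liver, muscle, skin, spleen, tail and testis were each sampled in 3 replicates, which gave 27 libraries. For every library the authors deposited an estimated read count and a TPM value for each of 32524 Ensembl genes. The unit TPM divides the reads of a gene by its effective length and scales each library to the same sum. The paper's text does not name the quantification program, the genome build or the annotation behind these values. The estimated counts summed to 5100481 to 14151312 in 26 of the libraries and to 91119844 in testis replicate 3. The median total was 8897397 in brain (range 8405944 to 10232347), 8480866 in heart (6254364 to 9260909) and 10657028 in intestine (10456397 to 14151312). It was 11126186 in liver (range 9434882 to 11543683), 8218271 in muscle (5512418 to 9780807) and 12336895 in skin (10012728 to 12605064). It was 11000116 in spleen (range 5100481 to 11443821), 11106758 in tail (8927263 to 13145560) and 11998145 in testis (11634613 to 91119844). The floor of 3 counts was worth 0.097 to 0.29 TPM for dcst1 and 0.094 to 0.28 TPM for dcst2 in the 24 libraries outside testis, and it covers counting error only. Replicates of a tissue correlated across genes with Pearson's r of 0.934 to 0.985 on log2(TPM + 1), where genes are not independent replicates, and no pair of libraries differed by as little as the sampling noise (chi-square per degree of freedom of 6.16 or more). Differences between tissues were tested with limma on log2(TPM + 1) over the 25245 genes with at least 1 TPM in at least 3 samples, with testis set against the mean of the 8 other tissues and p-values adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with low values. The median log2 fold change of all genes tested was 0.89, and after rescaling the libraries by median-of-ratios factors it was 0.03, so the counts of genes called depend on the scaling. In the unscaled fit, 11843 genes were higher and 1312 lower in testis at an adjusted p under 0.05 and a log2 fold change of at least 1. After the rescaling, 6047 were higher and 3810 lower.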

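The gene dcst1 (ENSDARG00000056077) had 101 ± 16.3 TPM (SD, n = 3) in testis. Its level in brain was 1.89 ± 0.51 TPM (SD, n = 3), 53.5-fold lower, from 18 to 34 counts per library. In muscle it was 0.84 ± 1.03 TPM (SD, n = 3), and the spread came from replicate 2, which had 2.03 TPM from 21 counts. In that library, 227 other testis genes had a median of 1.88% of their testis level. Each had at least 50 TPM in testis and under 1% of that in every tissue except testis and muscle. In skin dcst1 had 0.15 ± 0.098 TPM (SD, n = 3), from 7, 2 and 2 counts in replicates 1, 2 and 3, so only replicate 1 was above the floor. All libraries of heart, intestine, liver, spleen and tail held at most 2 counts, under the floor of 3. On unscaled TPM the testis level was therefore at least 501-fold higher than in heart, at least 841-fold higher than in intestine and at least 873-fold higher than in liver. It was at least 667-fold higher than in spleen and at least 585-fold higher than in tail. These bounds cover counting error and not the scaling of the libraries. Median-of-ratios rescaling lowered the log2 fold change of dcst1 in testis against the mean of the other tissues from 6.33 to 5.36. The gene dcst2 (ENSDARG00000088693) had 132 ± 18.2 TPM (SD, n = 3) in testis and 1.95 ± 0.14 TPM (SD, n = 3) in brain, 67.5-fold lower. It had 0.84 ± 1.14 TPM (SD, n = 3) in muscle, with 2.15 TPM in replicate 2, and at most 3 counts in each library of heart, intestine, liver, spleen and tail. In skin dcst2 had 0.11 ± 0.090 TPM (SD, n = 3), from 2, 4 and 1 counts, and only replicate 2 was above the floor. The testis libraries held 1.30 ± 0.081 times as much dcst2 as dcst1 in TPM (SD, n = 3).

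Testis exceeded the mean of the other tissues by a log2 fold change of 6.33 for dcst1 (standard error 0.172, adjusted p = 2.4e-19 from limma) and 6.70 for dcst2 (standard error 0.178, adjusted p = 1.7e-19 from limma). With the replicate number added as a replicate block, the log2 fold changes stayed at 6.33 and 6.70, with adjusted p = 4.2e-18 and 3.4e-18. Deviations of same-numbered samples from their tissue means correlated across genes with a mean r of 0.11 (range -0.05 to 0.32), and 88 of the genes tested had the same replicate number lowest in all 9 tissues, where chance gives 3.8 (a count chosen after the values were seen). Every testis value of both genes lay above every value of another tissue, and the difference in mean log2(TPM + 1) had p = 0.00034 for each gene in a two-sided exact permutation test, the smallest p that 3 samples of 27 allow. With labels permuted within each replicate number, p was 0.0014 for both genes in the exact test, again the smallest possible. Both tests treat libraries as exchangeable, although each tissue gave 3 of them. Their p-values therefore do not measure the spread between tissues. With each sample left out in turn, the log2 fold change stayed between 6.21 and 6.41 for dcst1 and between 6.60 and 6.79 for dcst2. The pseudocount moved it most, to 10.53 and 10.59 with a pseudocount of 0.01. The tissue-specificity index tau, which is 1 for a gene in a single tissue, was 0.950 for dcst1 and 0.952 for dcst2, above 93.1% and 93.4% of the genes tested. Of the genes tested, 1592 had a mean of at least 1 TPM in testis and under 1 TPM in each other tissue with an adjusted p under 0.05 against all 8. Neither dcst1 nor dcst2 was among them, since both exceeded 1 TPM in brain. With the limit set at 2 TPM, 2303 genes met the definition, both genes included.

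**Figure D1:**
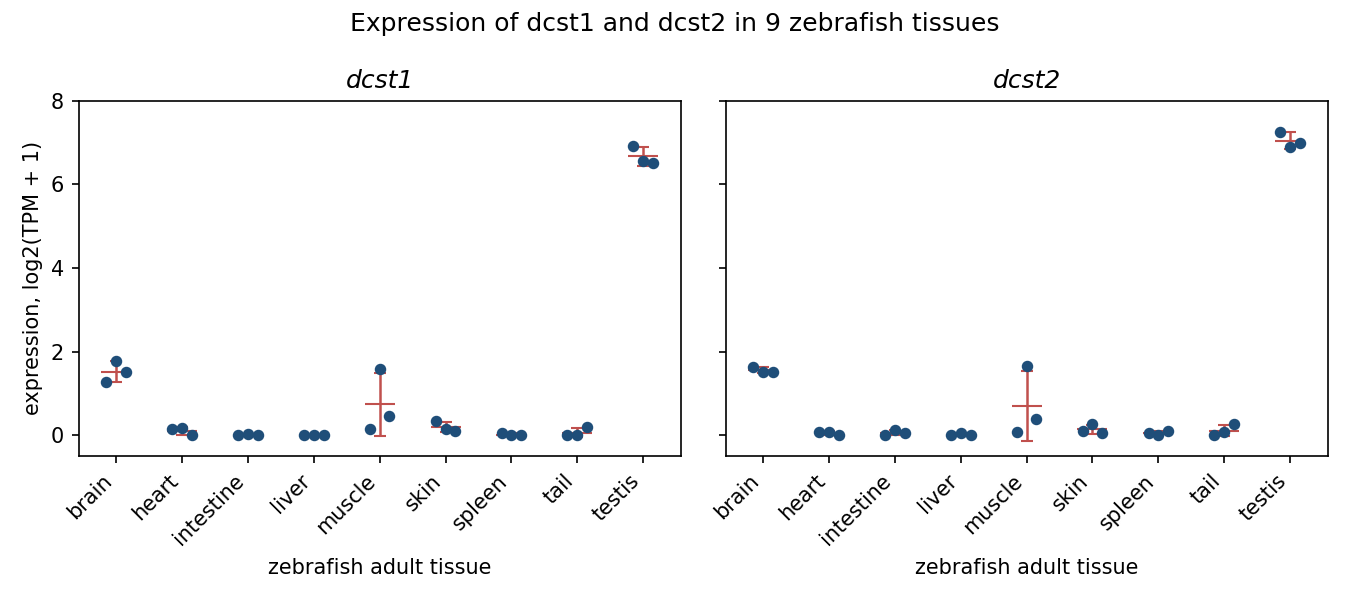
Expression of dcst1 (left) and dcst2 (right) as log2(TPM + 1) in 9 adult zebrafish tissues, each point 1 of 3 replicates, with the mean and SD on the log2 scale in red. Testis lies above all other tissues, and brain and muscle replicate 2 lie above the rest.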

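In the GRCz12tu gene table, dcst1 and dcst2 lie next to each other on chromosome 16 with 0 genes between them, with adam15 as the nearest gene beside dcst1 and s100v1 beside dcst2. The strand of the genes was not used here. Neither neighbour followed the testis pattern of the pair. The gene adam15 (ENSDARG00000089213) had 2.05 ± 0.39 TPM (SD, n = 3) in testis and 9.05 ± 0.67 TPM (SD, n = 3) in brain, and its log2 fold change in testis was -0.16 (standard error 0.151, adjusted p = 0.36 from limma). With median-of-ratios rescaling it was -0.80, with adjusted p = 2.3e-05 from limma. The gene s100v1 (ENSDARG00000070427) had 9.13 ± 1.67 TPM (SD, n = 3) in testis, 16.6 ± 5.53 TPM (SD, n = 3) in intestine and 21.6 ± 1.24 TPM (SD, n = 3) in tail. Its log2 fold change in testis was 1.53 (standard error 0.326, adjusted p = 2e-04 from limma), and after the same rescaling it was 0.51, with adjusted p = 0.18 from limma.

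**Figure D2:**
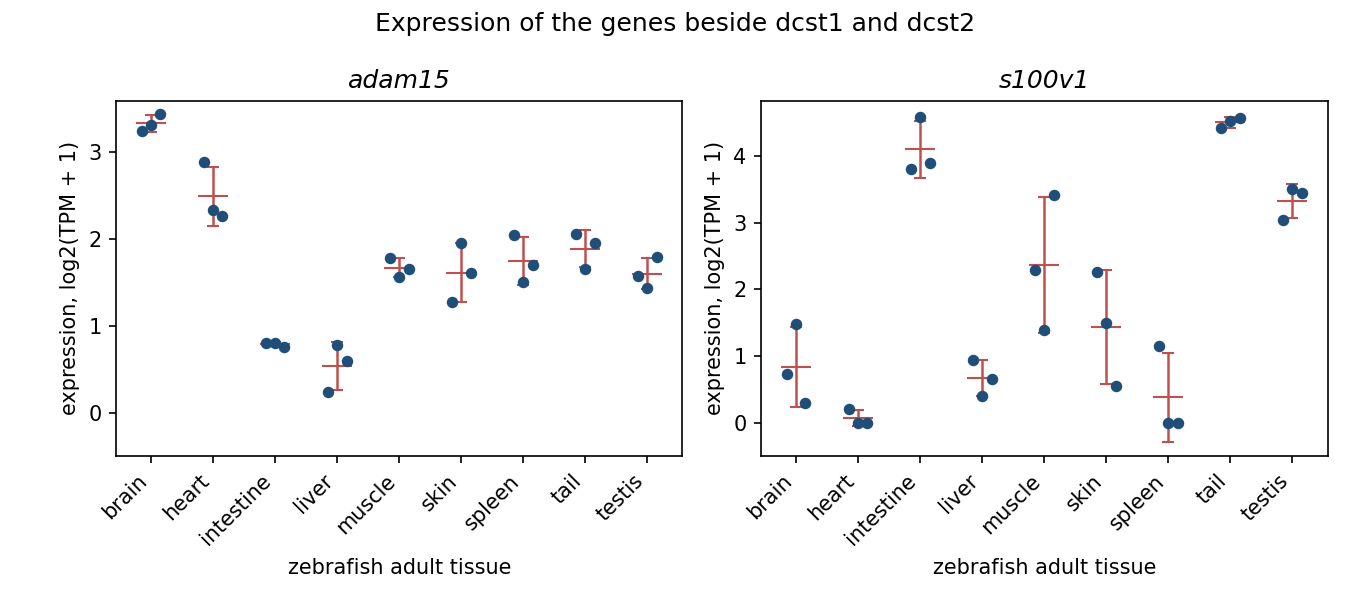
Expression of adam15 (left) and s100v1 (right) as log2(TPM + 1) in the 9 tissues, each point 1 of 3 replicates, with the mean and SD on the log2 scale in red. The highest tissue is brain for adam15 and tail for s100v1.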

The orthologous zebrafish genes *dcst1* and *dcst2* are expressed specifically in testis and arranged similarly to mouse *Dcst1/2* (Fig. S12A, B). We therefore generated three independent KO fish lines, *dcst1*^−/−^, *dcst2*^*−/−*^, and *dcst1/2*^*−/−*^, by CRISPR/Cas9-mediated mutagenesis (Fig. S12B, C). Lack of zebrafish Dcst2 alone or in combination with Dcst1 caused complete sterility in males, whereas lack of Dcst1 alone led to severe subfertility [5.5 ± 3.6% fertilization rate (*dcst1*^−/−^, 16 clutches)] (Fig. 5A). The fertility of heterozygous males and KO females, however, was comparable to wild-type control males. (Fig. 5A). Thus, similar to mice, Dcst1/2 are essential for male fertility in zebrafish.

**Fig. 5:**
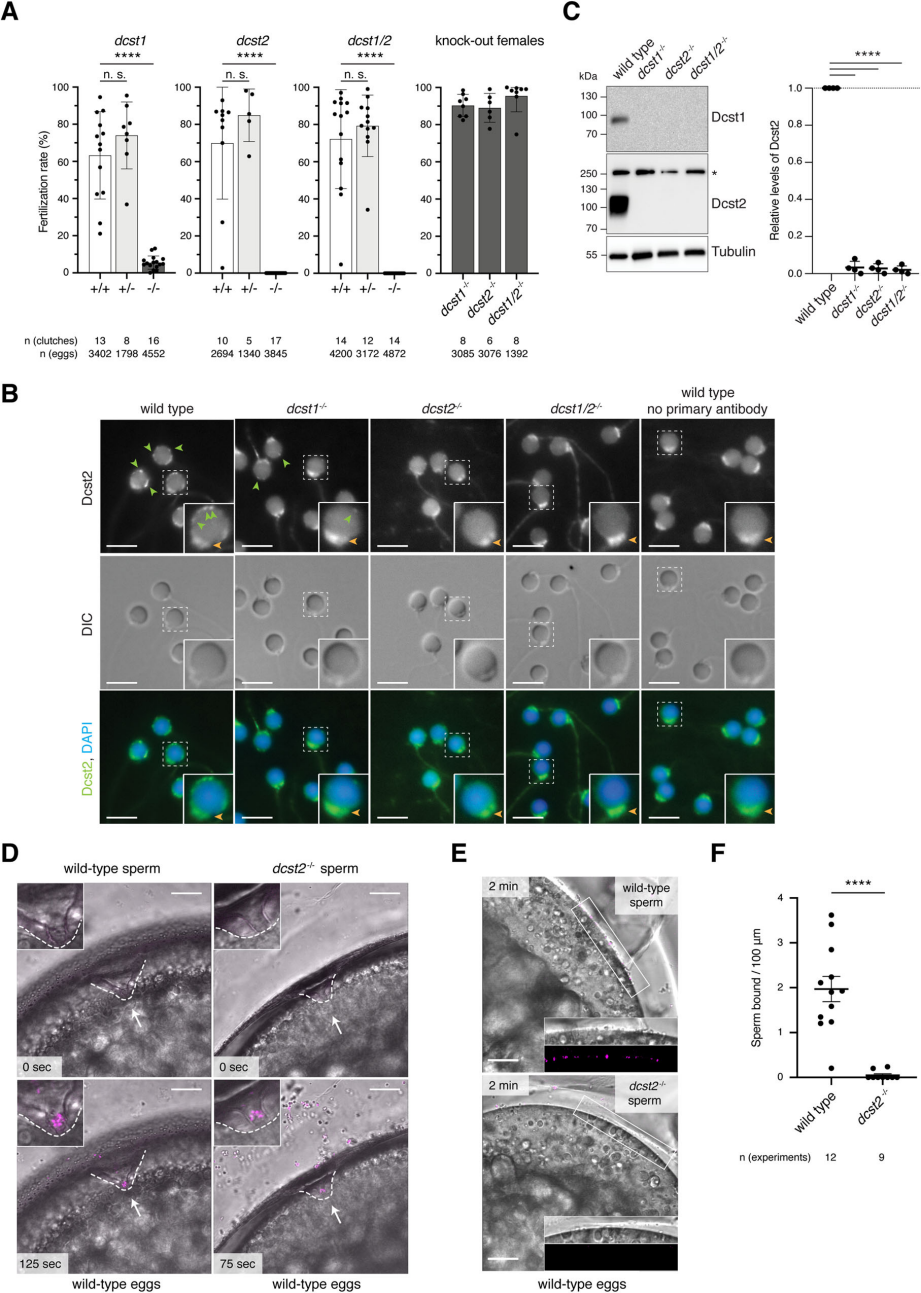
*Dcst1* and *dcst2* are essential for male fertility in zebrafish. **A** *Dcst1* and *dcst2* mutant zebrafish are male sterile. Quantification of fertilization rates as assessed by the number of embryos that progress beyond the one-cell stage. Left three panels: Males of different genotypes [wild-type sibling (+/+; white); heterozygote sibling (+/−; light gray); homozygote sibling (−/−; dark gray)] were crossed to wild-type females; right panel: homozygous mutant females (−/−; dark gray) of the indicated genotypes were crossed to wild-type males. The number of individual clutches and the total number of eggs per genotype are indicated. Data are means ± SD; adj. ****p < 0.0001 (Kruskal–Wallis test with Dunn’s multiple-comparisons test); n.s., not significant. **B** Dcst2 localizes to the periphery of the sperm head. Immunofluorescent and differential interference contrast (DIC) images of wild-type and mutant zebrafish sperm. Sperm were stained with DAPI (blue) to visualize nuclei and an antibody against the RING-finger domain of zebrafish Dcst2. Dcst2 localizes to distinct foci around the sperm head (green arrowheads). Dcst2 foci are reduced (*dcst1*^−/−^) or not detectable (*dcst2*^*−/−*^*; dcst1/2*^*−/−*^) in mutant sperm, while overall sperm morphology in DIC images appears normal for all genotypes. Autofluorescence of the sperm mid-piece appears as a uniform signal in the Dcst2 channel (orange arrowhead) in all genotypes. Scale bar: 5 μm. Boxed inset shows an individual enlarged sperm head for each genotype. **C** Dcst1 and Dcst2 are absent in mutant sperm. Exemplary immunoblot of sperm samples of wild-type and mutant genotypes probed with antibodies against zebrafish Dcst1 and Dcst2. Tubulin protein levels of the same blot are shown as loading control. For Dcst2, an unspecific band (asterisk) is detected in all genotypes at ~250 kDa. Quantification of Dcst2 levels of wild-type and mutant sperm based on *n* = 4 biologically independent immunoblots. Values were normalized to tubulin and then to wild-type levels. Data are means ± SD; ****p < 0.0001 (one-way ANOVA and multiple comparisons analysis). **D** *Dcst2* mutant sperm are motile and reach the micropyle. Images from time-lapse movies of wild-type (left) or *dcst2*^*−/−*^ (right) sperm added to wild-type eggs. Sperm (magenta) were labeled with MitoTracker and added to inactivated eggs. Sperm and eggs were activated by addition of water just before the start of the movie. The micropyle (white arrow), a preformed funnel in the egg coat through which the sperm reach the oolemma, is outlined with a dashed white line. Top images depict the first acquired image following sperm addition: no sperm has entered the micropylar area in either wild-type or mutant samples. Bottom images (125 and 75 s after sperm addition in wild-type and *dcst2*^*−/−*^ samples, respectively): sperm can readily be detected within the micropylar area (inset). Scale bar: 75 μm. **E**, **F** *Dcst2* mutant sperm are defective in stable binding to wild-type eggs. **E** Images from a time-lapse movie of wild-type (top) or *dcst2*^*−/−*^ (bottom) sperm added to activated and dechorionated wild-type eggs. Sperm (magenta) were labeled with MitoTracker and activated at the time of addition to the eggs. Wild-type sperm show clear binding to the surface of the egg (inset), while *dcst2*^*−/−*^ sperm are unable to stably bind to the oolemma. Scale bar: 50 μm. **F** Binding of sperm was assessed by quantifying the number of stably bound sperm in a 1-min time window. The number of independent experiments is indicated. ****p < 0.0001 (Mann–Whitney test).

To understand what causes the fertility defect, we first determined whether sperm were produced in mutant males. *Dcst1*^−/−,^ *dcst2*^*−/−*^, and *dcst1/2*^*−/−*^ males showed normal mating behavior and produced morphologically normal sperm (DIC images in Fig. 5B), indicating that zebrafish Dcst1/2 are not crucial for spermatogenesis. To detect Dcst1 and Dcst2 proteins, we produced antibodies against the C-terminal RING finger domains of zebrafish Dcst1 and Dcst2. Each antibody was specific against its cognate target antigen as determined by western blotting of wild-type and KO sperm lysates (Fig. 5C), and Dcst2 was detected by immunofluorescence staining of zebrafish embryos overexpressing *dcst2(RING)-superfolder GFP (sfGFP)* mRNA (Fig. S12D). Interestingly, *dcst1*^−/−^ and *dcst2*^*−/−*^ sperm were not only lacking Dcst1 or Dcst2 protein, respectively, but were lacking both Dcst proteins (Fig. 5C). This suggests that Dcst1/2 protein stability requires the presence of both proteins, which is consistent with mouse DCST1/2 forming a protein complex (Fig. 3E). To examine where Dcst2 is localized in zebrafish sperm, which lacks an acrosome, we performed immunofluorescence against Dcst2. Wild-type sperm was strongly stained at the periphery of the head in punctae and occasionally the mid-piece (Fig. 5B). Staining of the mid-piece and occasionally the tail region was also detected in *dcst2* KO sperm, suggesting that this signal was unrelated to Dcst2. Dcst2 foci are markedly reduced in *dcst1*^−/−^ sperm, which is consistent with the observed interdependence of Dcst1/2 in sperm lysates.

When added to wild-type eggs, *dcst2* KO sperm were able to reach and enter the micropyle, the funnel-shaped site of sperm entry, similar to wild-type sperm (Fig. 5D; Movies S3 and S4). We therefore conclude that Dcst2 is neither required for overall sperm motility nor for sperm to approach and enter the micropyle. However, in contrast to wild-type sperm which remained attached to the egg (Movie S3), most of the entering mutant sperm subsequently detached and drifted away from the micropyle (Movie S4), suggesting that sperm lacking Dcst2 are defective in stable binding to the oolemma. We previously established an assay to assess sperm-egg binding during zebrafish fertilization^32^. Building on this assay, we used live imaging of sperm and eggs to quantify the number of wild-type sperm adhered to the oolemma within a physiologically relevant time frame [1.97 ± 0.97 sperm/100 µm (12 eggs)] (Fig. 5E, F and Movie S5). Performing this assay with *dcst2* KO sperm revealed that these sperm were unable to adhere stably to wild-type eggs [0.05 ± 0.1 sperm/100 µm (9 eggs)] (Fig. 5E, F and Movie S5). We therefore conclude that zebrafish Dcst2 is required for stable binding of sperm to the oolemma.

## Discussion

Here, we demonstrate that the testis-enriched proteins DCST1/2 are necessary for male fertility in mice and fish. These results agree with the recently reported independent findings in mice^33^ and the known requirements of *Drosophila* Sneaky and *C. elegans* SPE-42/49 in sperm for successful reproduction^21–25^, indicating that the physiological function of DCST1/2 is widely conserved among bilaterians. The conservation of DCST1/2 outside of vertebrates is exceptional not only because fertilization-relevant genes are rapidly evolving^34,35^ but also because other known vertebrate proteins involved in sperm-egg interaction have orthologs only in select vertebrate genera^36–39^. Contrary to vertebrates, which have both DCST1/2 and the related DCSTAMP/OCSTAMP proteins (Fig. S1A), invertebrates have solely DCST1/2.

Having established the essential role of DCST1/2 for male fertility, questions arise concerning the molecular processes in which they are involved and how they contribute to fertilization. We detected mouse DCST2 at the equatorial segment of acrosome-reacted sperm and zebrafish Dcst2 at the periphery of the sperm head. Since DCST1/2 are TM proteins, these localization patterns suggest that part of the proteins are exposed on the sperm surface. Given our result that DCST1/2 form a complex (Fig. 3E) and are interdependent of each other (Fig. 5C), we speculate that a DCST1/2 complex in the sperm membrane helps organize the presentation of other fusion-related sperm proteins. The recently reported absence of SPACA6 in *Izumo1* or *Dcst1/2* KO sperm supports this idea^33^. Another possibility is that DCST1/2 directly interact with other binding- and/or fusion-relevant molecules on the oolemma. To test this hypothesis, we overexpressed DCST1 and DCST2 in IZUMO1-expressing HEK293T cells. These cells could bind to, but not fuse with, ZP-free eggs (Fig. 4B, C), suggesting that DCST1/2 are not sufficient to induce fusion in a heterologous system. This observed lack of fusion could be due to the absence of other sperm-oocyte fusion-related factors (FIMP, SOF1, TMEM95, and SPACA6). Future investigation is needed to uncover the mechanism by which DCST1/2 act during fertilization.

The role of DCST1/2 during sperm-egg interaction differs between mice and fish. Specifically, loss of mouse DCST1/2 led to a defect in sperm-egg fusion (Fig. 2), suggesting that DCST1/2 may directly or indirectly regulate membrane fusion via an IZUMO1-independent pathway or act as fusion mediators downstream of the interaction between IZUMO1 and JUNO. Interestingly, zebrafish Dcst1/2 are required for sperm-egg binding (Fig. 5). Given the diversity of the fertilization process across the animal kingdom, it may be that while DCST proteins are widely conserved^36,37^, they may have evolved different roles to fit into the specific context of fertilization for a given species or genus. Application of CRISPR/Cas9-mediated KO technology on a larger set of animals with divergent modes of fertilization will shed light on both the conservation and possible species-specific diversification in DCST1/2’s function in fertilization.

## Materials and methods

### Animals

B6D2F1, C57BL/6J, and ICR mice were purchased from Japan SLC and CLEA Japan. Mice were acclimated to 12-h light/12-h dark cycle. All animal experiments were approved by the Animal Care and Use Committee of the Research Institute for Microbial Diseases, Osaka University, Japan (#Biken-AP-H30-01) and the Animal Care and Use Committee of Kumamoto University (ID: A2021-035). Experiments were performed with mice between 3 weeks and 10 months of age.

Zebrafish (Danio rerio) were raised according to standard protocols (28 °C water temperature; 14/10-h light/dark cycle). TLAB zebrafish served as wild-type zebrafish for all experiments and were generated by crossing zebrafish AB stocks with natural variant TL (Tüpfel longfin) stocks. *Dcst1*^−/−^, *dcst2*^*−/−*^, and *dcst1/2*^*−/−*^ mutant zebrafish were generated as part of this study as described in detail below. All experiments were conducted with 3-month- to 1.5-year-old fish according to Austrian and European guidelines for animal research and approved by the local Austrian authorities (animal protocol GZ: 342445/2016/12).

### Mouse sample collection

The brain, thymus, lung, heart, liver, spleen, kidney, testis, ovary, and uterus were collected from C57BL/6J mice. For western blotting, TGC proteins were extracted with Pierce IP lysis buffer (Thermo Fisher Scientific) (Fig. 3B, D) or RIPA buffer [50 mM Tris HCl (pH 7.5), 0.15 M NaCl, 1% Sodium deoxycholate, 0.1% SDS, 1% (vol/vol) TritonX-100] containing a 1% (vol/vol) protease inhibitor mixture (Nacalai Tesque) (Fig. 2B). Proteins of cauda epididymal sperm were extracted with Pierce IP lysis buffer containing a 1% (vol/vol) protease inhibitor mixture (Fig. 3D) or SDS sample buffer containing β-mercaptoethanol (Nacalai Tesque) (Figs. 2B, 3B) as described previously^40^.

### Reverse transcription polymerase chain reaction (RT-PCR) for mouse multi-tissue expression analyses

Mouse tissues were homogenized in TRIzol reagent (Thermo Fisher Scientific), and total RNA was extracted as described in the instruction manual. Total RNA was reverse-transcribed into cDNA using a SuperScript IV First-Strand Synthesis System (Invitrogen) and Deoxyribonuclease (RT Grade) (Nippon gene). PCR was conducted with primer sets (Table S1) and KOD-Fx neo (TOYOBO). The PCR conditions were initial denaturation at 94 °C for 3 min, denaturing at 94 °C for 30 s, annealing at 65 °C for 30 s, and elongation at 72 °C for 30 s for 35 cycles in total, followed by 72 °C for 2 min.

### Single cell RNA-seq (scRNAseq) analysis

The Median-Normalized average of *Dcst1*, *Dcst2* and fusion-related genes (*Fimp*, *Izumo1*, *Sof1*, and *Spaca6*) in spermatogenesis was examined in the published scRNAseq database^28^.

### Mouse mating test

KO male mice were caged with two B6D2F1 females for more than 1 month. After the mating period, male mice were removed from the cages, and the females were kept for another 20 days to allow them to deliver offspring. Frozen sperm from *Dcst1*^*d1/wt*^ males [B6D2-*Dcst1* < *em2*Osb > , RBRC#10332, CARD#2702], *Dcst2*^*d25/wt*^ males [B6D2-*Dcst2* < *em2*Osb > Tg(CAG*/Su9-DsRed2,Acr3-EGFP*)RBGS002Osb, RBRC#11243, CARD#3047], *Dcst2*^*del/wt*^ males [B6D2-*Dcst2* < *em3*Osb > , RBRC#11489, CARD#3133], *Dcst1*^*d1/d1*^; Tg males [B6D2-*Dcst1* < *em2*Osb > Tg(*Clgn-Dcst1*/3xHA)1Osb, RBRC#11491, CARD#3135], and *Dcst2*^*d25/d25*^; Tg males [B6D2-*Dcst2* < *em2*Osb > Tg(*Clgn-Dcst2*/3xHA)1Osb, RBRC#11488, CARD#3132] will be available through RIKEN BRC (http://en.brc.riken.jp/index.shtml) and CARD R-BASE (http://cardb.cc.kumamoto-u.ac.jp/transgenic/).

### Mouse sperm motility and in vitro fertilization

Cauda epididymal sperm were squeezed out and dispersed in PBS (for sperm morphology) and TYH (for sperm motility and IVF)^41^. After incubation of 10 and 120 min in TYH, sperm motility patterns were examined using the CEROS II sperm analysis system^42–44^. IVF was conducted as described previously^45^. Sperm of *Dcst1*^*d1/wt*^ and *Dcst2*^*d25/wt*^ mice were used as the control for sperm motility and IVF. Protein extracts from the remaining sperm suspension in PBS and TYH drops were used for co-IP experiments.

### Antibodies

Rat monoclonal antibodies against mouse IZUMO1 (KS64-125) and mouse SLC2A3 (KS64-10) were generated by our laboratory as described previously^46,47^. The mouse monoclonal antibody against 1D4-tag was generated using a hybridoma cell line as a gift from Robert Molday, Ophthalmology and Visual Sciences, Centre for Macular Research, University of British Columbia, Vancouver, British Columbia, Canada^48^. Mouse monoclonal antibodies against the HA and FLAG tags were purchased from MBL (M180-3) and Sigma (F3165). The Alexa Fluor 488-conjugated Lectin PNA from *Arachis hypogaea* (peanut) was purchased from Thermo Fisher Scientific (L21409).

To generate mouse monoclonal antibodies against zebrafish Dcst1 and Dcst2, recombinant zebrafish Dcst1 (amino acids 590–675) and Dcst2 (amino acids 574–709) proteins were expressed in *E. coli* BL21(DE3) and purified by the VBCF Protein Technologies Facility. Each recombinant protein was injected into 3 mice, and monoclonal antibodies were generated by the Max Perutz Labs Monoclonal Antibody Facility according to standard procedures.

Horseradish peroxidase (HRP)-conjugated goat anti-mouse immunoglobulins (IgGs) (115-036-062) and HRP-conjugated goat anti-rat IgGs (112-035-167) were purchased from Jackson ImmunoResearch Laboratories. Fluorophore-conjugated secondary antibodies, goat anti-mouse IgG Alexa Fluor 488 (A11001), goat anti-mouse IgG Alexa Fluor 546 (A11018), goat anti-mouse IgG Alexa Fluor 594 (A11005), and goat anti-rat IgG Alexa Fluor 488 (A11006) were purchased from Thermo Fisher Scientific.

### Mouse sperm-egg binding and fusion assay

The sperm-egg binding and fusion assay was performed as described previously^9^. To visualize IZUMO1 distribution in sperm, sperm after incubation of 2.5 h in TYH drops were then incubated with the IZUMO1 monoclonal antibody (KS64-125, 1:100) for 30 min. Then, sperm were incubated with ZP-free eggs in TYH drops with the mixture of IZUMO1 monoclonal antibody (KS64-125, 1:100) and goat anti-rat IgG Alexa Fluor 488 (1:200) for 30 min. Then, the eggs were gently washed with a 1:1 mixture of TYH and FHM medium three times, and then fixed with 0.2% PFA. After washing again, IZUMO1 localization was observed under a fluorescence microscope (BZ-X700, Keyence). Sperm of *Dcst1*^*d1/wt*^ and *Dcst2*^*d25/wt*^ mice were used as the control.

### Western blotting

Mouse samples were mixed with sample buffer containing β-mercaptoethanol^40^, and boiled at 98 °C for 5 min prior to SDS PAGE. After protein transfer, the polyvinylidene difluoride (PVDF) membrane was treated with Tris-buffered saline (TBS)-0.1% Tween20 (Nacalai Tesque) containing 10% skim milk (Becton Dickinson and Company) for 1 h, followed by the primary antibody [IZUMO1, SLC2A3, HA, and FLAG (1:1,000), 1D4 (1:5,000)] for 3 h or overnight. After washing with TBST, the membrane was treated with secondary antibodies (1:1,000). The HRP activity was visualized with ECL prime (BioRad) and Chemi-Lumi One Ultra (Nacalai Tesque). Then, the total amount of proteins on the membrane was visualized with Coomassie Brilliant Blue (CBB) (Nacalai Tesque).

Zebrafish sperm from 3 to 6 males was sedimented at 3000 rpm for 3.5 min. The supernatant was replaced with modified RIPA buffer [50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1 mM MgCl_2_, 1% NP-40, 0.5% sodium deoxycholate, 1% SDS, 1× complete protease inhibitor (Roche)]. After preparation of all samples, 1 U/μl benzonase (Merck) was added, and samples were incubated for 30 min at room temperature. Samples were then mixed with semi-native SDS-PAGE sample buffer [100 mM Tris-HCl (pH 6.8), 8% glycerol, 0.1 mg/ml bromophenol blue, 2% SDS, 10 mM DTT]^49^ and heated to 42 °C for 5 min, or alternatively, mixed with 4× Laemmli containing β-mercaptoethanol and boiled at 95 °C for 5 min. After SDS-PAGE, samples were wet-transferred onto a nitrocellulose membrane. Total protein was visualized by Ponceau staining before blocking with 5% milk powder in 0.1% Tween in 1x TBS (TBST). Membranes were incubated in primary antibody overnight at 4 °C, then washed with TBST before HRP-conjugated secondary antibody [1:10.000 (115-036-062, Dianova)] incubation for 1 h. Membranes were washed several times in TBST before HRP activity was visualized using Clarity Western ECL Substrate (BioRad) on a ChemiDoc (BioRad). After detection, membranes were stripped using Restore Western Blot Stripping Buffer (Thermo Fisher Scientific) before re-blocking and proceeding with another primary antibody incubation. Primary antibodies: mouse anti-zebrafish-Dcst1 (1:25); mouse anti-zebrafish-Dcst2 (1:500); mouse anti-alpha-Tubulin [1:20.000 (T6074, Merck)]. To assess relative Dcst2 protein amounts, average intensities of Dcst2-specific bands were quantified in Fiji on 4 independent immunoblots for each genotype relative to Tubulin levels, which was used as loading control. Values were then normalized to the levels of wild-type sperm.

### Immunocytochemistry

After 3-h incubation of mouse sperm in TYH drops, sperm were washed with PBS. Sperm suspended with PBS were smeared on a slide glass, and then dried on a hotplate. The samples were fixed with 1% PFA, followed by permeabilization with Triton-X 100. Sperm were blocked with 10% goat serum (Gibco) for 1 h, and then incubated with a mouse monoclonal antibody against HA tag (1:100) for 3 h or overnight. After washing with PBS containing 0.05% (vol/vol) Tween 20, the samples were subjected to the mixture of a goat anti-mouse IgG Alexa Fluor 546 (1:300) and Alexa Fluor 488-conjugated Lectin PNA (1:2000) for 1 h. After washing again, the samples were sealed with Immu-Mount (Thermo Fisher Scientific) and then observed under a phase contrast microscope (BX-50, Olympus) with fluorescence equipment.

Zebrafish sperm was fixed with 3.7% formaldehyde diluted in Hank’s saline immediately after collection and stored on ice for 20 min to 1 h. Sperm was pelleted by centrifugation and the fixative was replaced with Hank’s saline. Spermatozoa were spun onto an adhesive slide using a CytoSpin 4 (Thermo Fisher Scientific) at 800 rpm for 3 min. Slides were washed once in PBS, and sperm was permeabilized in 0.25% Tween in PBS for 30 min before blocking with 10% normal goat serum (Invitrogen) and 40 μg/ml BSA in PBST for at least 1 h. Slides were then incubated with mouse anti-zebrafish-Dcst2 antibody in blocking buffer (1:650) overnight at 4 °C in a humidified chamber. After several washes with PBST, slides were incubated with goat anti-mouse IgG Alexa Fluor 488 secondary antibody (1:380, Thermo Fisher Scientific) for 1 h, washed several times with PBST and finally once with PBS. After mounting using VECTASHIELD Antifade with DAPI (Vector Laboratories), sperm was imaged with an Axio Imager.Z2 microscope (Zeiss) using an oil immersion 100x/1.4 plan-apochromat objective. Widefield sperm images were processed for each genotype using Fiji by adjusting image brightness and contrast without clipping of intensity values.

### Co-IP

Protein extracts [1 mg (TGC), 95~105 μg (sperm), and 200 μg (HEK293T)] were incubated with anti-HA antibody coated Dynabeads Protein G for immunoprecipitation (10009D, Thermo Fisher Scientific) for 1 h at 4 °C. After washing with a buffer [50 mM Tris-HCl (pH7.5), 150 mM NaCl, 0.1% Triton X-100, and 10% Glycerol], protein complexes were eluted with SDS sample buffer containing β-mercaptoethanol (for western blotting).

### HEK293T-oocyte binding assay

Mouse *Dcst1* ORF-3xFLAG, mouse *Dcst2* ORF-3xHA, mouse *Izumo1* ORF-1D4 with a Kozak sequence (gccgcc) and a rabbit polyadenylation [poly (A)] signal were inserted under the CAG promoter. These plasmids (0.67 μg/each, total 2 μg) were transfected into HEK293T cells using the calcium phosphate-DNA coprecipitation method^50^. After 2 days of transfection, these cells were resuspended in PBS containing 10 mM (ethylenedinitrilo)tetraacetic acid. After centrifugation, the cells were washed with PBS, and then incubated with ZP-free eggs. After 30 min and then >6 h of incubation, the attached and fused cell numbers were counted under a fluorescence microscope (BZ-X700, Keyence) and an inverted microscope with relief phase contrast (IX73, Olympus). Proteins were extracted from the remaining HEK293T cells with a lysis buffer containing Triton-X 100 [50 mM NaCl, 10 mM Tris-HCl (pH 7.5), 1% (vol/vol) Triton-X 100 (Sigma–Aldrich)] containing 1% (vol/vol) protease inhibitor mixture, and then used for western blotting and co-IP.

### Fertility assessment of adult zebrafish

The evening prior to mating, the fish assessed for fertility and a TLAB wild-type fish of the opposite sex were separated in breeding cages. The next morning, the fish were allowed to mate. Eggs were collected and kept at 28 °C in E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_, 10^−5^% Methylene Blue). The rate of fertilization was assessed approximately 3 h post-laying. By this time, fertilized embryos have developed to ~1000-cell stage embryos, while unfertilized eggs resemble one-cell stage embryos. Direct comparisons were made between siblings of different genotypes (wild-type, heterozygous mutant, homozygous mutant).

### Collection of zebrafish eggs and sperm

Un-activated zebrafish eggs and sperm were collected following standard procedures^51^. The evening prior to sperm collection, male and female zebrafish were separated in breeding cages (one male and one female per cage).

To collect mature, un-activated eggs, female zebrafish were anesthetized using 0.1% w/v tricaine (25× stock solution in dH_2_O, buffered to pH 7.0–7.5 with 1 M Tris pH 9.0). After being gently dried on a paper towel, the female was transferred to a dry petri dish, and eggs were carefully expelled from the female by applying mild pressure on the fish belly with a finger and stroking from anterior to posterior. The eggs were separated from the female using a small paintbrush, and the female was transferred back to the breeding cage filled with fish water for recovery.

To collect wild-type or mutant sperm, male zebrafish were anesthetized using 0.1% tricaine. After being gently dried on a paper towel, the male fish was placed belly-up in a slit in a damp sponge under a stereomicroscope with a light source from above. Sperm were collected into a glass capillary by mild suction while gentle pressure was applied to the fish’s belly. Sperm were stored in ice-cold Hank’s saline (0.137 M NaCl, 5.4 mM KCl, 0.25 mM Na_2_HPO_4_, 1.3 mM CaCl_2_, 1 mM MgSO_4_, and 4.2 mM NaHCO_3_). The male was transferred back to the breeding cage containing fish water for recovery. For western blot analysis, sperm from 3 males was sedimented at 800 × *g* for 5 min. The supernatant was carefully replaced with 25 µL RIPA buffer [50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1 mM MgCl_2_, 1% NP-40, 0.5% sodium deoxycholate, 1X complete protease inhibitor (Roche)] including 1% SDS and 1 U/µL benzonase (Merck). After 10 min of incubation at RT, the lysate was mixed and sonicated 3 times for 15 s of 0.5-s pulses at 80% amplitude (UP100H, Hielscher) interspersed by cooling on ice.

### Zebrafish sperm approach and binding assays

#### Imaging of zebrafish sperm approach

Sperm were squeezed from 2–4 wild-type and mutant male fish and kept in 150 µL Hank’s saline containing 0.5 µM MitoTracker Deep Red FM (Molecular Probes) for >10 min on ice. Un-activated, mature eggs were obtained by squeezing a wild-type female. To prevent activation, eggs were kept in sorting medium (Leibovitz’s medium, 0.5% BSA, pH 9.0) at RT. The eggs were kept in place using a petri dish with cone-shaped agarose molds (1.5% agarose in sorting medium) filled with sorting medium. Imaging was performed with a LSM800 Examiner Z1 upright system (Zeiss) with a 20×/1.0 Plan-Apochromat water dipping objective. Before sperm addition, sorting media was removed and 1 mL of E3 medium was carefully added close to the egg. 5–10 µL of stained sperm was added as close to the egg as possible during image acquisition. The resulting time-lapse movies were analyzed using FIJI.

#### Imaging and analysis of zebrafish sperm-egg binding

Sperm was squeezed from 2 to 4 wild-type and mutant male fish and kept in 100 µL Hank’s saline + 0.5 µM MitoTracker Deep Red FM on ice. Un-activated, mature eggs were squeezed from a wild-type female fish and activated by addition of E3 medium. After 10 min, 1–2 eggs were manually dechorionated using forceps and transferred to a cone-shaped imaging dish with E3 medium. After focusing on the egg plasma membrane, the objective was briefly lifted to add 2–10 µL of stained sperm (~200,000–250,000 sperm). Imaging was performed with a LSM800 Examiner Z1 upright system (Zeiss) using a 10x/0.3 Achroplan water dipping objective. Images were acquired until sperm were no longer motile (5 min). To analyze sperm-egg binding, stably-bound sperm were counted. Sperm were counted as bound when they remained in the same position for at least 1 min following a 90-s activation and approach time window. Data was plotted as the number of sperm bound per 100 µm of egg membrane for one minute.

### Statistics and reproducibility

All values are shown as the mean ± SD of at least three independent experiments. Statistical analyses were performed using the two-tailed Student’s *t* test (Figs. 4C, and S7B), Mann–Whitney *U* test (Figs. 5F and S7B), Steel–Dwass test (Figs. 2D, S6, and S8B), Kruskal–Wallis test with Dunn’s multiple-comparisons test (Fig. 5A), and one-way ANOVA and multiple comparisons analysis (Fig. 5C) after examining the normal distribution and variance.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary information

Description of Additional Supplementary Files

<b>Movie S1. Egg observation after IVF using <i>Dcst1</i> KO sperm.</b>

<b>Movie S2. Egg observation after IVF using <i>Dcst2</i> KO sperm.</b>

<b>Movie S3. Wild-type sperm approach to micropyle.</b>

<b>Movie S4. <i>Dcst2</i> mutant sperm approach to micropyle.</b>

<b>Movie S5. <i>Dcst2</i> mutant sperm are unable to stably bind to wild-type eggs.</b>

Supplementary Data 1-10

Reporting Summary

## Data Availability

RNA-seq data reported here (zebrafish adult tissues) were deposited at the Gene Expression Omnibus (GEO) and are available under GEO acquisition number GSE171906. The newly generated plasmids will be available through Addgene [p*Clgn*1.1*-Dcst1*-3xHA (#183540), p*Clgn*1.1*-Dcst2*-3xHA (#183541), pCAG-*Dcst1*-3xFLAG (#183542), pCAG-*Dcst2*-3xHA (#183543), and pCAG-*Izumo1*-1D4 (#183544)]. The authors declare that the data that support the findings of this study are available from the corresponding authors upon request.

How the deposited data were processed for this re-analysis (not part of the article)

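RNA from 9 adult zebrafish tissues, with 3 replicates each, was analysed from the values that the authors deposited per library. The authors deposited, for each of 32524 Ensembl genes, the gene length, an effective length, an estimated count of reads and a TPM value. The deposited estimated counts are not normalized and need not be whole numbers. The deposited TPM values are scaled by the authors' quantification for effective length and library, and they have the same sum in every library. The lengths are deposited in bases and were used only to work out what 1 read is worth in TPM. The paper's text does not name the program, genome build or annotation; the column names are those of a pseudoalignment program's abundance table.

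Samples were grouped by the tissue and replicate number that the labels give. Neither the paper nor the labels say that samples with the same number came from the same fish, so the number was left out of the main model, as set before the data were examined, and added as a block in an alternative. The deposited values show that same-numbered samples share some variation across tissues. Results with the block are therefore also printed for dcst1 and dcst2 in testis, the permutation tests in brain and the counts of genes. For spaca6 in testis, adam15 and s100v1, adjusted p with the block was 1.2e-18, 0.37 and 0.00031 from limma. The permutation test of spaca6 in testis was not repeated with the block. Gene symbols were matched through a table of Ensembl identifiers, and 29201 of the 32524 identifiers had a symbol. The genes named were fixed by a rule: dcst1 and dcst2, other genes the paper names that are listed under their symbol, the nearest gene on each side of the pair, a list of tissue marker genes, and the 5 testis-specific genes with the highest testis TPM that carry a symbol.

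The design assumed TPM values, and the files hold both TPM and estimated counts. The TPM test stayed the main test, and count tests were added after the data were seen. TPM values were transformed as log2(TPM + 1), genes with at least 1 TPM in at least 3 samples were kept (25245 genes), and limma 3.58.1 in R 4.3.3 was fitted with a mean per tissue and eBayes with a trend. Genes were called at an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change of at least 1. Testis-specific genes had an adjusted p under 0.05 against all 8 other tissues, at least 1 TPM in testis and under 1 TPM in each other tissue. As alternatives, edgeR 4.0.16 (quasi-likelihood test, TMM) and DESeq2 1.42.0 were run on the estimated counts rounded to whole numbers. The other alternatives were pseudocounts of 0.1 and 0.01, no filter on low values, median-of-ratios rescaling over 6268 genes, quantile normalization, eBayes without a trend, a replicate block, limits of 0.5 and 2 TPM, and each sample left out in turn. Tau was computed from tissue means of log2(TPM + 1); for other pseudocounts the log2 values were shifted so that 0 TPM stays at 0. Exact permutation tests were run by full enumeration in Python 3.11.15. They treat libraries as exchangeable, although each tissue gave 3 of them, so p does not measure the spread between tissues.

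Each test was tested on simulated data first. Among 25245 simulated genes with 200 changed, limma recovered 197 (98.5%) and called 3 unchanged genes. edgeR recovered 200 and called 12, and DESeq2 recovered 199 and called 25. These figures are given per test and do not rank the tests. With only 200 genes changed, the simulations held no shift of most genes. In the deposited data the unscaled fit called 11843 genes higher, with a median log2 fold change of 0.89. The simulations therefore do not show how the tests perform under such a shift, or which scaling is right.

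The depth per library was 5100481 to 14151312 estimated counts, apart from 91119844 in testis replicate 3, which is 7.71 times the mean of the other testis replicates. A value at or under 3 counts was treated as under the floor. Folds against such a group are lower bounds for counting error on unscaled TPM. The strand of genes was not used here, so the planned test of head-to-head gene pairs was left out.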

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

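The tests of the testis markers, of reads from the neighbouring gene and of depth described here, and their limits, were chosen only after the result was seen; the comparison with other testis genes was set out before, but its percentile limits were chosen after.

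The paper states that zebrafish dcst1 and dcst2 are expressed specifically in testis, and it gives no zebrafish expression of spaca6. Reads of dcst1, dcst2 and spaca6 appeared in brain. The mean was 1.895 TPM for dcst1, 1.953 TPM for dcst2 and 1.377 TPM for spaca6, above the floor of 3 counts in all brain libraries. Against the 7 other tissues without testis, the log2 fold change in brain was 1.35 for dcst1, 1.40 for dcst2 and 1.06 for spaca6 (exact permutation tests, two-sided, p = 0.0015, 0.002 and 0.00049, chosen after the values were seen). With labels permuted within each replicate number as a replicate block, p was 0.002, 0.0039 and 0.002 in the exact tests, also chosen after the values were seen, where 0.002 is the smallest possible. These p-values treat libraries as exchangeable and do not measure the spread between tissues. One candidate explanation is testis RNA in the brain libraries. In all 7 libraries outside testis above the floor, the share of the testis level of dcst1 and dcst2 lay between the 5th and 95th percentile of other testis genes. The same held for all 24 libraries outside testis, since the 5th percentile was 0 in 23 of them, so this comparison has little power to come out otherwise. The median share of those testis genes in brain replicates 1, 2 and 3 was 0.508%, 0.556% and 0.404%, below the shares of dcst1 (1.387%, 2.386% and 1.833%) and dcst2 (1.607%, 1.411% and 1.428%), but the genes spread widely, with 75th percentiles of 1.7%, 1.565% and 1.192%. The genes were chosen with no limit on their level in the tissue examined. The upper part of the spread can therefore hold genes expressed in brain, and it does not decide on carry-over. The testis marker genes ddx4, sycp3, dmrt1 and tekt1 give a further test. In brain the highest share of a marker was 0.314 of the share of dcst1, reached by dmrt1 in replicate 1, above the limit of 0.25 under which carry-over was to be ruled out; in replicates 2 and 3 the highest was 0.197 and 0.159. ddx4 itself had at most 0.027% of its testis level in brain. If testis RNA is carried over in strict proportion to its testis levels, the lowest marker bounds it. In brain replicates 1, 2 and 3 that bound was 0.0, 0.008 and 0.015 of the share of dcst1, too little for the brain signal. In muscle replicate 2 the markers ranged from 0.273 to 0.984 of the share of dcst1. In muscle replicate 3, ddx4 had 0.046% of its testis level against 0.385% for dcst1. If the reads in these muscle libraries are testis RNA, carry-over need not be in proportion. The bound then does not rule out testis RNA in brain. Carry-over of some testis RNAs and not others was not tested. Reads running on from adam15 were not borne out: dcst1 per adam15 in heart was 0.08 of that in brain. Deeper sequencing was not either, as the median total of the brain libraries was 0.851 of that of the other libraries outside testis. A low expression of these genes in brain remains a hypothesis.

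The mean of spaca6 in testis was 69.05 TPM, in a tissue of a species for which the paper does not report this gene. Every testis value lay above every value of another tissue (exact permutation test, two-sided, p = 0.00034, the smallest possible), and the log2 fold change was 5.78 (adjusted p = 2.5e-20 from limma). No technical explanation was tested for it beyond the alternatives, under which the log2 fold change ranged from 4.66 to 9.18.

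In muscle replicate 2, dcst1 and dcst2 reached 2.00% and 1.63% of their testis level. The testis markers were there too, the lowest at 0.273 of the share of dcst1, just above the limit of 0.25. Over 227 other testis genes the median share was 1.88% (25th to 75th percentile 1.04% to 2.62%), which is consistent with testis RNA in that library. The gene spaca6 was lower, at 0.49% of its testis level. That value came from 2 counts, under the floor of 3, so it cannot be told from 0. Muscle replicate 3 also held reads of testis genes, with a median share of 0.512% over the 227 genes. There dcst1 and dcst2 were at 0.385% and 0.239%, from 6 and 5 counts. The markers in replicate 3 were uneven, from 0.046% for ddx4 to 2.261% for dmrt1.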

How the results depend on the processing

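The alternatives were set before the data were examined, apart from edgeR, DESeq2, the fits that kept the gene list of all samples, the tests in brain and the settings of the other named genes, which were chosen after seeing the data.

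The log2 fold changes of dcst1 and dcst2 in testis kept their direction and an adjusted p under 0.05 under all 39 alternatives. They ranged from 5.36 to 10.53 for dcst1 (adjusted p from 4.9e-51 to 4.3e-10) and from 5.73 to 10.59 for dcst2 (adjusted p from 1.2e-48 to 1.8e-09). With edgeR on rounded counts they were 9.18 and 8.84. In the permutation tests, p was 0.0031 or lower in all 33 alternatives, but in each it was the smallest that the number of assignments allows, so p shows no stability there. With the replicate number as a replicate block, 11851 genes were higher, 1329 lower and 1596 testis-specific, and 1591 of the 1592 testis-specific genes were shared with the fit without it. The testis means of dcst1 and dcst2 ranged from 91.98 to 106.8 TPM and from 121.7 to 139.2 TPM with each testis replicate left out.

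Tau moved by more than its spread between replicate numbers in 3 alternatives for each gene. It was 0.880 for both with a pseudocount of 0.1, 0.792 for dcst1 and 0.774 for dcst2 with a pseudocount of 0.01, and 0.996 and 0.997 on tissue means of TPM. With each sample left out in turn it ranged from 0.944 to 0.958 for dcst1 and from 0.946 to 0.960 for dcst2.

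The counts of genes depended on the scaling. The unscaled fit called 11843 genes higher and 1312 lower, 90% of the calls higher. With median-of-ratios rescaling, 6047 were higher and 3810 lower (61.3% higher), and with quantile normalization 4744 and 5680 (45.5% higher). edgeR called 8457 higher and 5263 lower (61.6% higher) and DESeq2 7908 and 5279 (60% higher). The median log2 fold change of all genes was 0.89 in the unscaled fit, 0.03 with median-of-ratios rescaling, -0.31 with quantile normalization, 0.22 with edgeR and 0.27 with DESeq2. With median-of-ratios rescaling, higher calls still outnumbered lower ones although the median was near 0, and with quantile normalization they did not. Across the 27 fits that each left out one sample, from 10548 to 11953 genes were higher and from 1202 to 1384 lower.

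Of the 1592 testis-specific genes, 1158 were also found with edgeR. The count was 995 with quantile normalization, 639 with DESeq2, 963 with a limit of 0.5 TPM and 2303 with a limit of 2 TPM. It ranged from 537 to 1662 genes across the 27 fits that each left out one sample. The low counts, 537, 557 and 543, came without testis replicates 1, 2 and 3, when a gene present in testis alone no longer has 3 samples for the filter. With the gene list of all samples kept they were 1566, 1599 and 1577.

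For single genes the threshold was an adjusted p under 0.05, with no limit on the fold change. Under it, adam15 and s100v1 changed sides in 4 alternatives each. For adam15 the adjusted p fell under 0.05 with median-of-ratios rescaling, quantile normalization, edgeR and DESeq2, with log2 fold changes of -0.80, -1.25, -1.41 and -1.30. For s100v1 it was no longer under 0.05 in the same alternatives, with 0.51, 0.13, 1.01 and 1.16. In the unscaled fit they were -0.16 and 1.53, so both genes moved down in these alternatives along with the median of all genes, as a change of scaling that moves all genes would do. edgeR and DESeq2 also differ from the unscaled fit in the model, which was not tested apart from the scaling. The log2 fold changes in brain against the 7 other tissues without testis kept their direction and an adjusted p under 0.05 in all 10 alternatives, from 1.23 to 3.90 for dcst1, from 1.35 to 3.56 for dcst2 and from 0.88 to 2.81 for spaca6.

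Depth limits the statements on other tissues, where values at or under 3 counts cannot be told from 0. FPKM values, repeated identifiers and head-to-head pairs were set out as alternatives and not run, as the files hold no FPKM column and each identifier once, and strand was not used here.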

Differences from the paper's values

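The paper describes zebrafish dcst1 and dcst2 as expressed specifically in testis, and its discussion calls DCST1/2 testis-enriched. In the deposited values the testis level was far above that of any other tissue, and both genes also had reads in brain, 1.89 TPM for dcst1 and 1.95 TPM for dcst2, 53.5-fold and 67.5-fold lower than in testis. With a limit of 1 TPM in each other tissue neither gene met the definition of a testis-specific gene, nor with a limit of 0.5 TPM. With the limit of 2 TPM, set before the data were examined, both did. No value of the paper for these libraries was used here.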

Other observations

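The tests of liver genes in intestine and of skin and muscle markers were chosen only after the result was seen; the regroupings were set before.

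Regroupings of the samples, with tissue labels permuted within each replicate number, asked whether the counts of genes could arise by chance. Of 100 groupings, the real one included, 1 gave as many genes higher in testis, 1 as many lower and 1 as many testis-specific genes, in each case the real one. The highest count in another grouping was 5481, 228 and 1. These groupings mix tissues, so they are a loose comparison. In the same fit with each tissue in the place of testis, brain had 801 specific genes and 10817 higher genes, against 1592 and 11843 in testis, and the other tissues had 6 to 149 specific genes.

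The testis-specific genes with the highest testis TPM that carry a symbol were terb1 (216 TPM), pld6 (208 TPM), si:dkey-27d5.13 (180 TPM), amh (174 TPM) and si:rp71-39b20.6 (154 TPM). The gene clgn had 224 ± 27.3 TPM (SD, n = 3) in testis and 73.0 ± 10.7 TPM (SD, n = 3) in brain. ocstamp was highest in spleen, with 0.65 ± 0.32 TPM (SD, n = 3).

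Intestine libraries held liver genes. Over 127 genes high in liver and low elsewhere, the median share of the liver level was 29.6%, 12.4% and 6.31% in intestine replicates 1, 2 and 3. A candidate explanation is liver RNA in these libraries, since the 75th percentile of the shares was at most 1.44 times the 25th in any of them, which is a narrow spread across genes. No biological explanation was tested.

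Skin and muscle libraries were alike, with Pearson's r of 0.938 to 0.956 between them across genes. krt4 had 1045 ± 299.5 TPM in the samples labelled muscle and 536 ± 112 TPM in those labelled skin (SD, n = 3 each), and krt5 7741 ± 2079 TPM and 3046 ± 1093 TPM (SD, n = 3 each), with no overlap, as happens by chance in 10% of genes. The muscle marker myhz2 did not overlap either and lay the labelled way, at 2.0 to 3.5 TPM in the samples labelled skin and 6.1 to 21.8 TPM in those labelled muscle. ckma was at 14568 TPM in skin and 16690 TPM in muscle, with overlap. An exchange of the labels might account for krt4 and krt5, but only 2 of the 5 marker genes lay the exchanged way in all samples, and myhz2 goes against it. Mixed dissection was not tested.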
